# Evolution of tumor cells during AsiDNA treatment results in energy exhaustion, decrease in responsiveness to signal, and higher sensitivity to the drug

**DOI:** 10.1111/eva.12949

**Published:** 2020-04-11

**Authors:** Pierre‐Marie Girard, Nathalie Berthault, Maria Kozlac, Sofia Ferreira, Wael Jdey, Srividya Bhaskara, Sergey Alekseev, Frederic Thomas, Marie Dutreix

**Keywords:** biomedicine, disease biology, evolutionary theory, transcriptomics

## Abstract

It is increasingly suggested that ecological and evolutionary sciences could inspire novel therapies against cancer but medical evidence of this remains scarce at the moment. The Achilles heel of conventional and targeted anticancer treatments is intrinsic or acquired resistance following Darwinian selection; that is, treatment toxicity places the surviving cells under intense evolutionary selective pressure to develop resistance. Here, we review a set of data that demonstrate that Darwinian principles derived from the “smoke detector” principle can instead drive the evolution of malignant cells toward a different trajectory. Specifically, long‐term exposure of cancer cells to a strong alarm signal, generated by the DNA repair inhibitor AsiDNA, induces a stable new state characterized by a down‐regulation of the targeted pathways and does not generate resistant clones. This property is due to the original mechanism of action of AsiDNA, which acts by overactivating a “false” signaling of DNA damage through DNA‐PK and PARP enzymes, and is not observed with classical DNA repair inhibitors such as the PARP inhibitors. Long‐term treatment with AsiDNA induces a new “alarm down” state in the tumor cells with decrease in NAD level and reactiveness to it. These results suggest that agonist drugs such as AsiDNA could promote a state‐dependent tumor cell evolution by lowering their ability to respond to high “danger” signal. This analysis provides a compelling argument that evolutionary ecology could help drug design development in overcoming fundamental limitation of novel therapies against cancer due to the modification of the targeted tumor cell population during treatment.

## 1 INTRODUCTION

It is increasingly acknowledged that cancer is an ecological and evolutionary process (Merlo, Pepper, Reid, & Maley, 2006; Ujvari, Roche, & Thomas, 2017), and that cancer therapies must therefore become as adaptive and dynamic as the system they are fighting. This requires application of Darwinian principles not only to understand the processes that lead to phenotypic adaptation of malignant cells becoming insensitive to therapies, but also to anticipate the evolutionary responses of cancers to treatments in a way that permits “evolutionarily enlightened” cancer therapies (Cunningham, Gatenby, & Brown, 2011). Although promising, speculation has however until now proven more attractive than empirical evidence, and to our knowledge, only adaptive therapy (Gatenby, Brown, & Vincent, 2009; Zhang, Cunningham, Brown, & Gatenby, 2017) focuses on exploiting ecological (changes in the tumor size) and evolutionary dynamics (changes in the frequency of different cancer cell phenotypes) to delay or prevent the proliferation of resistant phenotypes (Bacevic et al., 2017). Here, we propose another therapeutic perspective directly inspired from ecological and evolutionary principles, namely a strategy exploiting some properties of the “smoke detector principle” developed in evolutionary medicine and behavioral ecology (Nesse, 2005).

Conventional anticancer treatments and, more recently, targeted therapies have improved the control of tumors. Nonetheless, the rate of therapy failure is high, primarily due to side effects that limit dose escalation and to the onset of resistance during treatment. Targeting tumors based on genetic defects has revolutionized the era of cancer treatment and precision medicine. Targeted therapies yield high rates of initial response, although most responding tumors fail to achieve a complete response. Furthermore, the development of acquired resistance is nearly universal in patients who respond initially to therapy. For example, chemotherapeutics often produce remission for only a limited period, because intrinsic or acquired resistance to treatment by the malignant cells leads to relapse, tumor progression, and death (Gatenby & Brown, 2018; Holohan, Van Schaeybroeck, Longley, & Johnston, 2013; Michor, Nowak, & Iwasa, 2006). Although the ability of cancer to evolve has been traditionally perceived as a major problem in curing it, it has been increasingly suggested that it could also inspire novel therapies.

The use of “fake drugs” was first proposed by the group of Gatenby to activate the efflux pumps in resistant cells and cause them to expend energy without actually giving them a survival benefit over nonresistant cells (Kam et al., 2015). Another kind of “fake drug,” based on the DNA bait (DBait) concept, has been recently proposed which uses agonists of enzymes that signal DNA damage in the cell in order to inhibit DNA repair (Croset et al., 2013; Jdey, Thierry, Popova, Stern, & Dutreix, 2017; Quanz, Chassoux, et al., 2009; Quanz et al., 2012). AsiDNA molecules are small double‐stranded DNA molecules that mimic double‐strand breaks. They bait DNA damage signaling enzymes and trigger a massive false signal, preventing DNA repair enzyme activity. Defects in DNA repair are associated with genetic instability and thus may promote mutagenesis and facilitate the emergence of resistance. Indeed, poly(ADP‐ribose) polymerase (PARP) inhibitors, which have been tested for many years and have become a potential supplement to conventional chemotherapy, show increasing evidence of the appearance of resistance during treatment (Kim et al., 2017). In a recent work, it was reported that continuous or cyclic treatments with AsiDNA are much less prone to promote resistance emergence than regular DNA repair inhibitors (Herath et al., 2019; Jdey et al., 2019). In contrast, treated populations showed increased sensitivity to AsiDNA. In this review, we summarize many published and new data that describe the new state of the treated populations and propose that they could have evolved to decrease their response to the agonist activity of AsiDNA on its PARP and DNA‐PK targets. As proposed in the theory of the “smoke detector principle,” the cell populations evolved to decrease the highly energy consuming activation of DNA‐PK and PARP at the expense of being less able to face changes in environment or new stresses.

Here, we use the results obtained with the MDA‐MB‐231 cell line to illustrate our demonstration and propose a new mode of tumor evolution that we consider driven by the equilibrium between risk and energy cost. Many of the results like acquisition of sensitivity to AsiDNA after long‐term treatment, change in chromatin, transcriptome modifications, and depletion in nicotinamide adenine dinucleotide (NAD) have been reproduced in several other cell lines.

## 2 MATERIALS AND METHODS

All chemicals were provided by Sigma‐Aldrich.

### 2.1 AsiDNA molecules

AsiDNA is a 64‐nucleotide (nt) oligodeoxyribonucleotide consisting of two 32‐nt strands of complementary sequence connected through a 1,19‐*bis* (phospho)‐8‐hydraza‐2‐hydroxy‐4‐oxa‐9‐oxo‐nonadecane linker, with a cholesterol at the 5′‐end and three phosphorothioate internucleotide linkages at each of the 5′ and the 3′ ends (Agilent). The sequence is as follows: 5′‐ X GsCsTs GTG CCC ACA ACC CAG CAA ACA AGC CTA GA L ‐ C_L_TCT AGG CTT GTT TGC TGG GTT GTG GGC AC sAsGsC ‐3′, where **L** is an amino linker, **X** a cholesteryl tetraethyleneglycol, **C_L_** a carboxylic (hydroxyundecanoic) acid linker, and **s** a phosphorothioate linkage). Cy5‐tagged AsiDNA is derived from AsiDNA by coupling Cy5 fluorescent tag to **C_L_**.

### 2.2 Cell lines, treatment, and survival measurement

Triple‐negative human breast cancer cells (MDA‐MB‐231, ATCC^®^ HTB‐26™) and normal human breast cells (MCF 10A, ATCC^®^ CRL‐10317™) were purchased from ATCC. MDA‐MB‐231 were grown in L‐15 medium supplemented with 10% fetal calf serum (FCS) and 100 U/ml penicillin/100 μg/ml streptomycin (P/S), and maintained at 37°C in a humidified atmosphere at 0% CO_2_. MCF 10A were grown in MEBM^TM^ Basal Medium (Lonza, CC‐3151) supplemented with 1× MEGM^TM^ SingleQuotsTM Supplement Pack (Lonza, CC‐4136). Treatment protocol to generate “evolved” population was 6 weeks alterning three times, 1 week with AsiDNA and 1 week recovery. In brief, cells were seeded in six‐well culture plates with 2.10^4^ cells per well and incubated 24 hr at 37°C before addition of the drug (5 µM AsiDNA). Cells were harvested on day 6 after treatment, washed, and counted after staining with 0.4% trypan blue (Sigma‐Aldrich). After counting, cells were seeded in six‐well culture plates, medium was changed 24 hr after incubation to remove dead cells, and the cells were allowed to recover for six more days. Another cycle of treatment/recovery was then started for up to three cycles. The so called “naïve” populations were grown in parallel in similar conditions without addition of AsiDNA. Survival was estimated at the end of the week of growth with AsiDNA by counting living cells with trypan blue. The survival is the ratio of the number of cells grown with AsiDNA on the number of cells grown without AsiDNA.

#### 2.2.1 Quantification of γH2AX by Western blot

In brief, cells were boiled in sodium dodecyl sulfate sample buffer (50 mM Tris–HCl, pH 6.8, 1% b‐mercaptoethanol, 2% sodium dodecyl sulfate, 0.1% bromophenol blue and 10% glycerol). Proteins were separated by electrophoresis in 12% acrylamide/bisacrylamide (37.5/1) gels, transferred to nitrocellulose membranes, blocked with Odyssey buffer for 1 hr, and hybridized overnight at 4°C with primary mouse monoclonal anti‐γH2AX antibody (clone JBW301, Merck Millipore) or anti‐γ‐actin antibody (clone AC‐15, Sigma). Blots were then incubated with secondary goat anti‐mouse IR Dye 800CW antibody (LI‐COR), and protein–antibody complexes were revealed on Odyssey (LI‐COR Biotechnology). Quantifications were performed using Odyssey software.

#### 2.2.2 Quantification of γH2AX by Flow cytometry

In brief, cells were fixed in 4% paraformaldehyde (PAF), permeabilized in 0.25% Triton X‐100 in phosphate‐buffered saline (PBS) for 20 min on ice, washed with PBS, incubated 20 min with blocking solution (PBS containing 10% FCS, 0.3 M glycine and 0.05% sodium azide) for 30 min at room temperature, and washed in PBS containing 1% FCS, 1 mM EDTA and 0.09% sodium azide (AutoMACS Running Buffer, Miltenyi Biotech) before to be incubated in MACS buffer containing Alexa Fluor 647 Mouse anti H2AXpS139 (BD Pharmingen, clone N1‐431) diluted at 1/50 or isotype APC mouse IgG1 (Miltenyi Biotech, ref. 130‐113‐196) diluted at 1/50. Incubation was performed at room temperature in the dark for 2 hr with gentle mixing every 30 min. Fluorescence intensity of each sample was recorded on a FACS LSRFortessa™ X‐20 (BD Biosciences), and the data were analyzed using FlowJo software (Tree Star).

#### 2.2.3 Quantification of AsiDNA cellular uptake

To assess for AsiDNA uptake by the cells, Cy5‐tagged AsiDNA was incubated with the cells and fluorescence was recorded by flow cytometry 24 hr postincubation.

#### 2.2.4 NAD content

NAD content was determined using the NAD/NADH‐Glo Assay kit (Promega G9071) according to the manufacturer's instructions. The resulting luminescent signals were measured on a microplate reader (Victor™ X3, Perkin Elmer).

#### 2.2.5 Proliferation

Cell proliferation assays were done over a period of 15 days. Approximately 20.000 cells per well were plated in a 12‐well plate per cell line. Viable cell counts were performed by trypan blue exclusion on days 2, 5, 6, 9, 12, and 15.

#### 2.2.6 Cell cycle analysis

Cell cycle progression was assessed using the BrdU pulse method. MDA‐MB‐231 cells were pulse‐labeled with BrdU for 1 hr and allowed to recover for different incubation periods (0, 4, 8, 24, or 48 hr). Cells were fixed in 70% cold ethanol overnight at −20°C, permeabilized on ice in PBS‐0.5% Triton X‐100 for 15 min, washed in PBS, and incubated with anti‐FITC‐BrdU antibody in 2% BSA in PBS. After washing with PBS, cells were incubated with an Alexa Fluor 488‐conjugated secondary antibody, washed and resuspended in 0.5 ml of PBS containing 1% FBS, 1 mg/ml RNaseA, and 50 μg/ml propidium iodide. FACS analyses were performed on a BD FACSCANTO II flow cytometer. Data were analyzed using FlowJo software (Tree Star).

### 2.3 PAR quantification by ELISA assay

Cells were lysed using a cell scraper and boiled for 10 min in PathScan Sandwich ELISA Lysis Buffer (Cell Signaling Technology, 7018) and 1 mM PMSF (phenylmethanesulfonyl fluoride; Sigma, P7626) after treatment. Quantification of total protein was performed using Pierce BCA assay (Pierce, 23250). Wells of opaque 96‐well plates (Pierce, 15042) were coated (overnight, 4°C) with 4 μg/ml mouse anti‐PAR (Trevigen, 4335) in carbonate buffer (0.015 M Na_2_CO_3_, 0.035 M NaHCO_3_, pH 9.6), washed 6 times with PBS 1× + 0.1% Tween (PBST), and were then blocked with Superblock buffer (Thermo Scientific, W6423W) for 1 hr at 37°C. Samples (three dilutions to 0.05–0.4 mg/ml of proteins in Superblock buffer) were loaded and incubated overnight at 4°C. After washing 8 times with PBST, 75 μl of rabbit anti‐PAR (Trevigen, 4336), diluted 1/1000 in PBS 1× + 2% milk + 1% mouse serum, was added for 1 hr at room temperature. After washing 8 times with PBST, 75 µl of anti‐rabbit HRP‐conjugated antibody (Abcam, ab97085), diluted 1/5000 in PBS 1× + 2% milk + 1% mouse serum, was added (1 hr, room temperature), and after washing 8 times with PBST, the reaction was visualized by the addition of 75 μl per well of Supersignal Pico (Pierce, 37070). The reaction was read using Victor plate reader at 425 nm 10 min after addition. As a reference for quantification, a standard curve was established by a 1:2 serial dilution of pure PAR (Enzo, ALX‐202‐043) in Superblock buffer to final concentrations of 7.8–32,000 pg/ml.

### 2.4 Statistical analysis

All statistical analyses were performed using the two‐tailed Student *t* test.

## 3 RESULTS

### 3.1 Molecular and cellular consequences of AsiDNA treatment

AsiDNA belongs to a unique class of DNA repair inhibitors that act by overactivating PARP and DNA‐PK in tumor cells. The activity of these enzymes is revealed by the modification of many targets in the cytoplasm and in the nucleus. Phosphorylation of the histone H2AX (Quanz, Berthault, et al., 2009) and the chaperone protein HSP90 (Quanz et al., 2012) are the most abundant targets of the DNA‐dependent kinase DNA‐PK shown to be activated by AsiDNA. Here, we showed that AsiDNA triggers phosphorylation of H2AX in MDA‐MB‐231 cells (Figure 1b). In parallel, accumulation of poly(ADP‐ribose) polymers produced by the activated PARP enzyme is monitored after AsiDNA treatment (Figure 1a). For both enzymes, the activity induced by AsiDNA persists throughout the time of exposure to AsiDNA.

**Figure 1:**
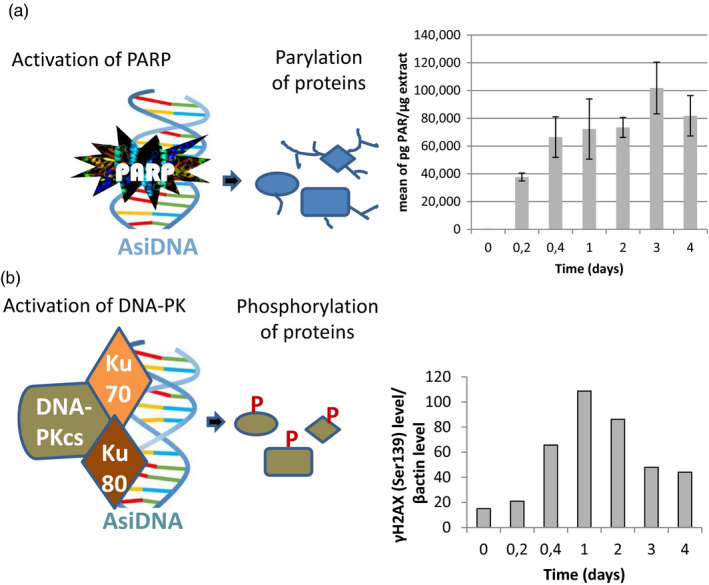
Kinetics of enzyme activation by AsiDNA. Cells were treated for different times with AsiDNA. (a) PARP activation revealed by poly‐adenyl‐ribose quantification in cell extracts. (b) H2AX phosphorylation quantified by Western blot

As it was already described, cyclic treatments with AsiDNA induce a progressive increase in the sensitivity of cells to AsiDNA (Jdey et al., 2019). Interestingly, the difference in sensitivity between cells having survived to three cycles of treatment (“evolved”) and their counterpart grown in similar conditions without AsiDNA treatment (“naïve”) lasts for several weeks after the end of treatment indicating that such sensitization is a stable condition (Figure 2a).

**Figure 2:**
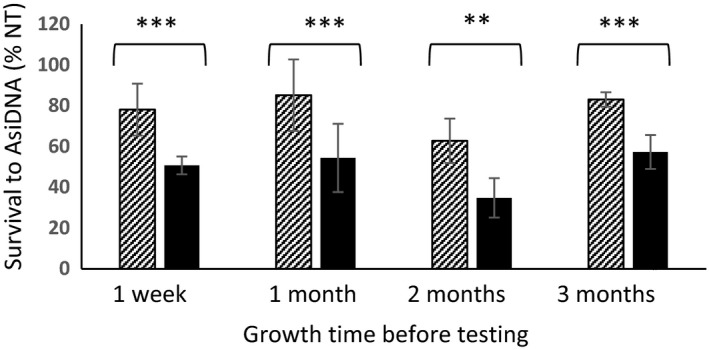
Survival to repeated treatments: MDA‐MB‐231 «evolved» (black) and «naïve» (dashed) populations were frozen after the end of treatment. They were unfrozen and grown for the indicated periods of time before monitoring survival to 1 week of AsiDNA treatment. (a) schema of treatment (number of independent populations = 5–8). *p* values (***, *p* < .007; **, *p* < .01)

### 3.2 Characterization of the “evolved” cells

To identify if the “evolved” cell populations could result from a clonal selection of cells better fitted to the growth conditions though more sensitive to the drug, we compared the growth and the cell cycle of “evolved” and “naïve” populations. Observation of 14 independent cell cultures during 2 weeks did not reveal any difference in growth between “naïve” and “evolved” populations (Figure 3a). In agreement with this result, no significant differences were observed between the populations when monitoring cell cycle progression (Figure 3b). We compared genomes of the two groups and did not identify clear modifications that would suggest a clonal evolution (Table S1). We analyzed the ability of AsiDNA to activate PARP or DNA‐PK in “naïve” and “evolved” populations. DNA‐PK activation was estimated by monitoring phosphorylation of the histone variant H2AX (Figure 4b), and PARP activation was estimated by the poly(ADP‐ribose) (PAR) content of cells (Figure 4a). “Evolved” populations showed a lower activation of both enzymes at basal level as well as after AsiDNA treatment as compared to “naïve” populations. Using fluorescent cy5‐AsiDNA, we verified that AsiDNA uptake was similar in both cell lines and could not explain the low activation observed in “naïve cells” (Figure 4c). Therefore, the reduced activity in “evolved” cells suggests a decrease in responsiveness to AsiDNA in cells previously exposed to repetitive treatments with these molecules.

**Figure 3:**
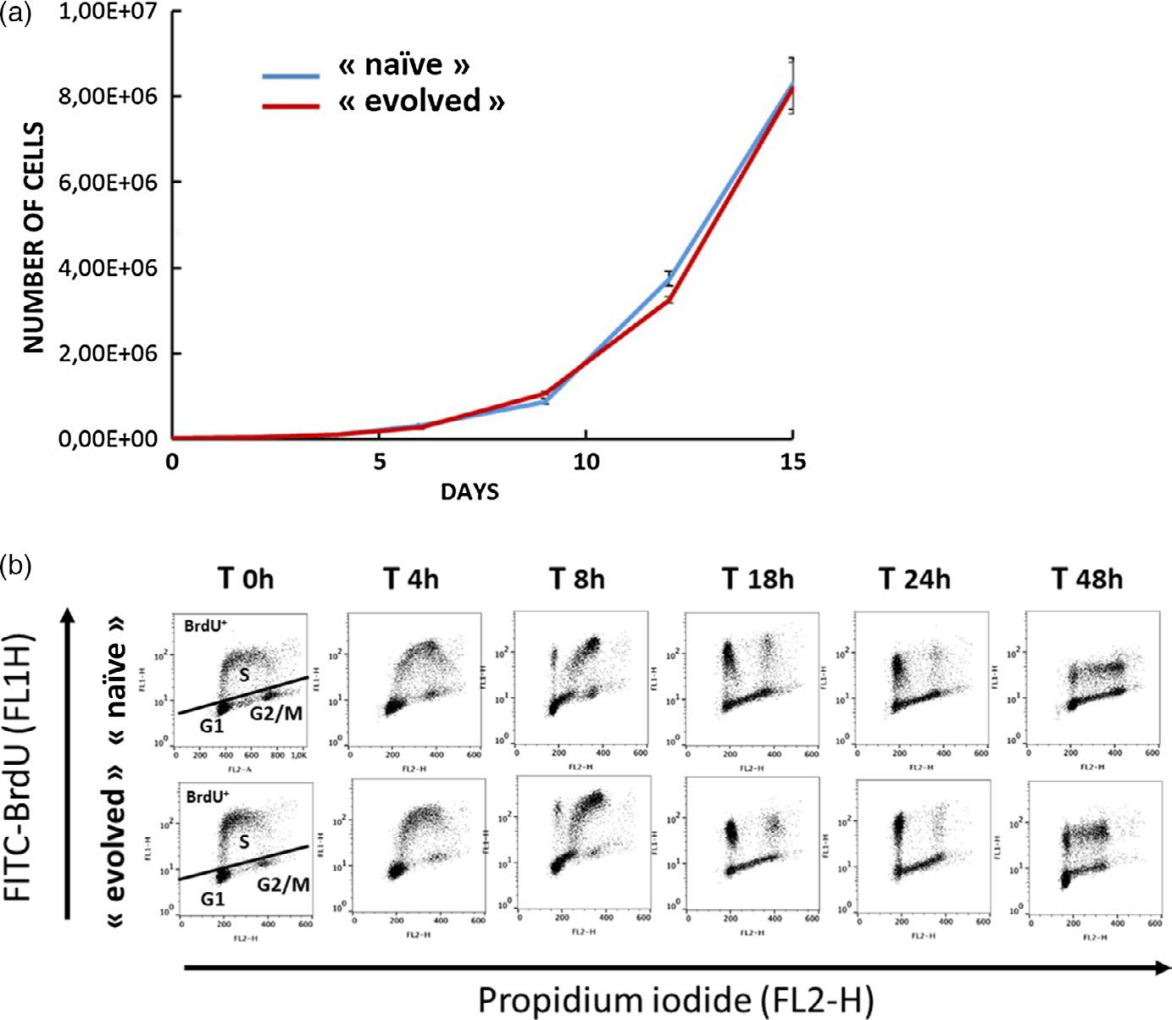
Cell growth and cell cycle distribution of «naïve» and «evolved» cells. (a) «Naïve» (blue line) and «evolved» (red line) cells were allowed to grow for up to 2 weeks and counting every 2 days. Shown is the average ± *SD* of 14 independent cultures. (b) «Naïve» (upper panels) and «evolved» (lower panels) were pulse‐labeled with BrdU and then released in BrdU‐free medium. Cells were fixed at various time points from 0 to 48 hr postlabeling and analyzed by flow cytometry. BrdU‐positive cells (BrdU^+^) are cells that were in S‐phase at the time of labeling (T0 hr). Propidium iodide labeling monitors the DNA content of the cells at the time of analysis (indicated above the panels) that double between G1 and G2/M

**Figure 4:**
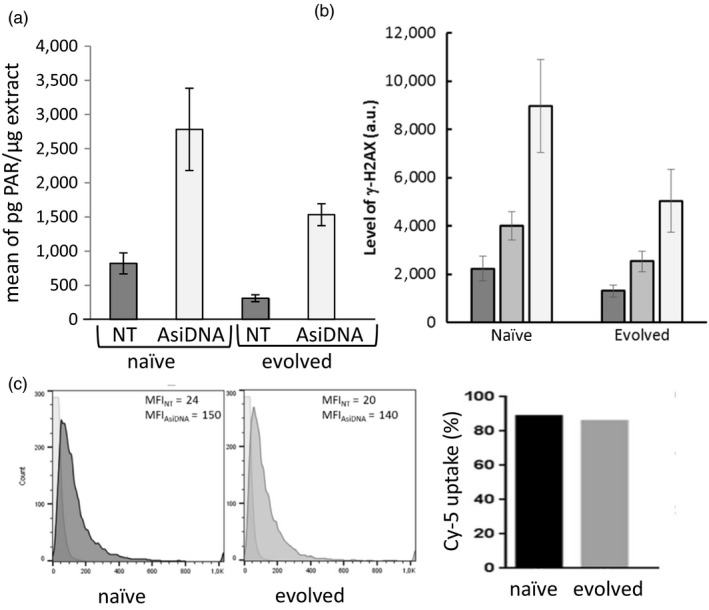
Activation of PARP and DNA‐PK by AsiDNA. (a) PAR quantification and (b) γ‐H2AX phosphorylation in cells treated with 5 µM (light gray) or 10 µM (white) AsiDNA or untreated (dark gray). Shown is the average ± *SD* of 3 independent experiments. (c) Uptake of Cy5‐tagged AsiDNA in “naïve” and “evolved” cells. Left panels: FACS analysis; right panel: mean value of fluorescence quantification

### 3.3 Altered micrococcal nuclease sensitivity in “evolved” cells

The fact that all independent populations seem to evolve similarly without indication of a specific clonal expansion has led us to further investigate the possibility of an epigenetic change induced by the treatment. We analyzed the global chromatin by monitoring its sensitivity to digestion by a micrococcal nuclease. The difference in chromatin structure between “naïve” and “evolved” cell chromatin was revealed by a lower sensitivity to nuclease digest of the “evolved” mononucleosomes (Figure 5). Indeed, the “evolved” chromatin showed reproductively a lower sensitivity to micrococcal nuclease than “naïve” chromatin with a higher persistence of the monomers after prolonged digestion (Figure 5), suggesting a possible alteration in the chromatin state in evolved cells.

**Figure 5:**
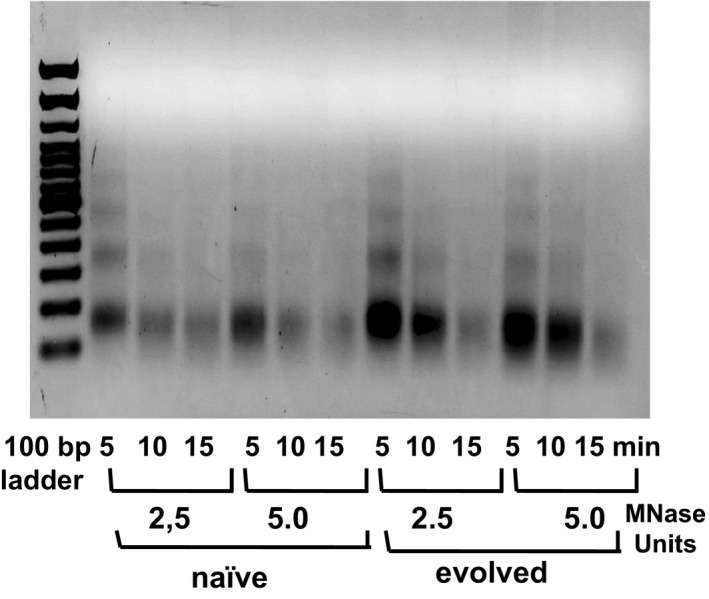
Chromatin sensitivity to Mnase. Nuclei (10^5^) isolated from “naïve” and “evolved” populations were digested with 2.5 and 5 units Mnase for 5, 10, and 15 min, and purified DNA was electrophoresed on a 1.5% agarose gel. According to Kozlak et al. (manuscript in preparation)

### 3.4 Metabolism decrease in “evolved” cells

Chromatin structure change is often associated with large transcriptional modifications. 

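Gene expression was measured in MDA-MB-231 cells, a triple‐negative human breast cancer cell line, on Affymetrix Human Gene arrays. RNA of 3 independent “evolved” populations and of 3 independent “naïve” populations was hybridized, 1 array per population. “Evolved” populations had gone through 3 cycles of growth with 5 µM AsiDNA followed by recovery, over 6 weeks, and “naïve” populations had been grown in parallel without AsiDNA. AsiDNA is a short double‐stranded DNA that carries a cholesterol and mimics a double‐strand break. The values deposited by the authors are log2 expression values per transcript cluster, and the submitters' processing notes name RMA in Affymetrix Expression Console, with no version given. RMA corrects the background of each array, makes the distributions of the arrays alike by quantile normalization and summarises the probes of a transcript cluster, so a shift shared by most genes would not be seen in these values. The supplementary methods describe another route for expression arrays, with a background taken from antigenomic probes and a filter on detection, which the deposited values do not include. The median over all 53617 rows of the table lay between 1.86 and 1.88 on the 6 arrays. Across the tested genes, the correlation between arrays was 0.996 for every pair within a group and 0.995 for every pair between groups. The first principal component held 27.3% of the variance and placed the “naïve” arrays between -9.83 and -7.32 and the “evolved” arrays between 7.52 and 9.12. From these values, the rows named by 1 gene symbol were taken (23871 rows), which gave 22357 genes. The 14517 genes whose mean over the 6 arrays was above the median of all rows (1.86) were compared between “evolved” and “naïve” populations with limma and Benjamini–Hochberg adjustment (all tests two‐sided), and 39 gene lists fixed before the expression values were examined were compared with camera. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.08.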

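ABCA1, a transporter that exports cholesterol from cells, showed the largest change of all tested genes: its log2 expression was 7.39 ± 0.05 (SD, n = 3) in “naïve” populations and 5.41 ± 0.12 (SD, n = 3) in “evolved” populations, a log2 fold change of -1.98 (standard error 0.08, adjusted p = 5.37e-04 from limma). Another sterol exporter, ABCG1, fell by 1.36 on the log2 scale (standard error 0.13, adjusted p = 0.0202 from limma), and MYLIP, a ubiquitin ligase that targets the LDL receptor, fell by 0.94 (standard error 0.09, adjusted p = 0.0172). SLCO4C1, an organic anion transporter, rose most, from 5.69 ± 0.15 (SD, n = 3) to 7.41 ± 0.12 (SD, n = 3), a log2 fold change of 1.72 (standard error 0.10, adjusted p = 0.00197 from limma). Of 28 target genes of ATF4, a transcription factor of the amino acid and stress response, 8 were higher and none was lower in “evolved” populations (21 higher when adjusted over the list alone, and 22 higher and none lower at an unadjusted p under 0.05). When any 1 of the “naïve” or “evolved” arrays was left out, 0 of these genes passed, and the count was 4 with no filter on the mean and 5 after quantile normalization.
The ATF4 targets that rose included CHAC1 (log2 fold change 1.08), which degrades glutathione, and ASNS (0.94), the asparagine synthetase, with NUPR1 at 0.61. This list was higher by camera (adjusted p = 5.66e-25), and remained so with an estimated correlation (adjusted p = 0.00551). Of 25 genes of the unfolded protein response, only HERPUD1 passed the test, with a log2 fold change of 0.47, and none other did when adjusted over the list alone. The list as a whole was higher by camera (adjusted p = 2.13e-04), a call lost at adjusted p = 0.0899 with an estimated correlation. The correlation estimated between its genes was -0.03, below the preset 0.01, so a higher correlation did not cost the call. ID1, an inhibitor of differentiation, rose by a log2 fold change of 0.80. SPNS2, a sphingosine‐1‐phosphate transporter, had a log2 fold change of -0.57 and COL18A1, a collagen chain, one of -0.42, with C10orf55 at -0.58 and LOC100128340 at -0.61. LOC100128340 lay low on the arrays (2.66 in “naïve” and 2.05 in “evolved” populations), less than 2‐fold above the median of all rows on average, so the size of its change is uncertain.
In all, 41 of the 14517 genes passed an adjusted p of 0.05, 33 of them higher and 8 lower in “evolved” populations, which makes 19.5% lower. A change of at least 2‐fold was reached by 6 of these genes, 4 higher and 2 lower. At an unadjusted p under 0.05 there were 1390 genes, 727 higher and 663 lower. The log2 fold change lay within 0.25 of no change for 93.5% of the genes. The 3 “evolved” values lay on one side of the 3 “naïve” values for 16.4% of the genes, where chance gives 10%. Without “naïve” population 1, 2 or 3, the number of genes that passed was 7, 4 or 6, and it was 4 without each of the “evolved” populations. ABCA1, SLCO4C1, HMGCS1 and MSMO1 passed every time. All 41 genes kept their direction, which was fixed in advance. For each of them the 3 “evolved” values lay on one side of the 3 “naïve” values, so leaving out 1 array could not turn it. Of the 41 genes, 33 passed in none of these comparisons, among them MYLIP, CHAC1, ASNS, NUPR1, HERPUD1, SPNS2, COL18A1, C10orf55 and LOC100128340, and COL18A1 also passed under none of the 4 other scalings. ABCG1 and ID1 passed in 1 of the 6 comparisons with 1 array left out. A limma fit with a mean–variance trend and robust estimation called 83 genes higher and 30 lower, and testing with no filter on the mean called 21 higher and 5 lower. The paper sets the transcriptome beside the lower nuclease sensitivity of “evolved” chromatin, since it states that a change of chromatin structure often comes with large transcriptional changes.

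**Figure D1:**
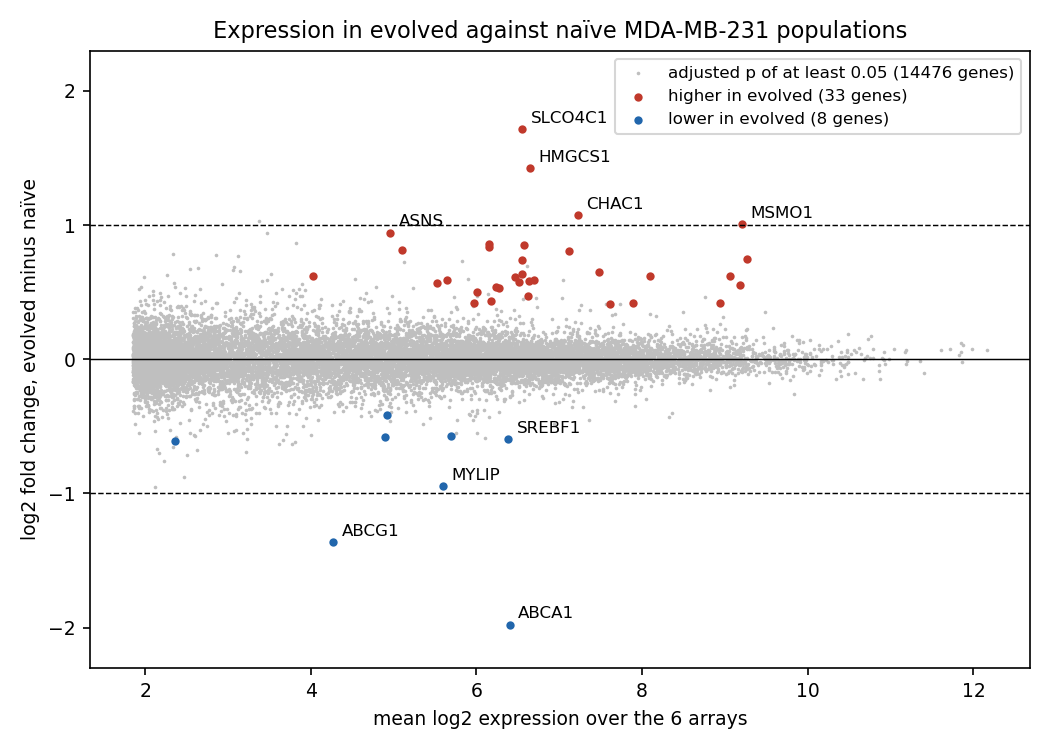
Log2 fold change of each of the 14517 tested genes, “evolved” minus “naïve” (y axis), against its mean log2 expression over the 6 arrays (x axis). Red and blue points are the 33 higher and 8 lower genes at an adjusted p under 0.05, gray points the others, and dashed lines mark a 2‐fold change, which SLCO4C1 at 1.72 and ABCA1 at -1.98 pass by the widest margin.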

Actually, transcriptome analysis revealed a major change in gene expression with a large excess of genes down‐regulated in 3 independent “evolved” populations as compared to three independent “naïve” populations (Table S2; access to raw data in GEO; GSE144023). A similar bias to repressed expression was observed in MDA‐MB‐231 tumors xenografts after three cycles of AsiDNA injection (Jdey et al., 2019). 

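In the cultured populations, genes of cholesterol synthesis were higher in “evolved” than in “naïve” cells. Of 20 tested genes of this pathway, 12 rose and none fell (17 higher when adjusted over the list alone), with a mean log2 fold change of 0.57. The number that passed was 3, 2 or 3 without “naïve” population 1, 2 or 3 and 2 without each of the “evolved” populations, where IDI1 passed in 2 of these 6 comparisons and SQLE and MVD in none. HMGCS1, which makes the HMG‐CoA of the mevalonate pathway, went from 5.93 ± 0.03 (SD, n = 3) to 7.35 ± 0.10 (SD, n = 3), a log2 fold change of 1.43 (standard error 0.07, adjusted p = 9.18e-04 from limma). MSMO1 (log2 fold change 1.01), SQLE (0.86), MVD (0.85) and IDI1 (0.81), further enzymes of the pathway, had adjusted p values between 0.00191 and 0.0213 from limma. The list was higher by camera (adjusted p = 1.92e-30), also with an estimated correlation (adjusted p = 0.00551).
Of 16 genes of fatty acid synthesis, 1 was higher and 1 lower (8 higher and 1 lower when adjusted over the list alone). The gene that rose was ACSS2 (log2 fold change 0.84), which makes acetyl‐CoA from acetate, and the gene that fell was SREBF1 (-0.60), which encodes a transcription factor of lipid synthesis. This list was higher by camera at adjusted p = 1.45e-04, a call lost at adjusted p = 0.0899 with an estimated correlation. The correlation estimated between its genes was -0.05, below the preset 0.01, so a higher correlation did not cost the call. PSAT1 (log2 fold change 0.74) and PSPH (0.54), enzymes of serine synthesis, rose among 20 genes of serine and one‐carbon metabolism, and none fell (4 higher when adjusted over the list alone). PSAT1 is also among the ATF4 target genes counted as higher. The serine list shares further genes with the ATF4 list, so their results are not independent. PSAT1, PSPH and SREBF1 passed in none of the comparisons with 1 array left out, and ACSS2 in 1 of the 6. Camera placed the list of serine and one‐carbon metabolism higher at adjusted p = 0.00517, with adjusted p = 0.385 under an estimated correlation.
None of the 62 nuclear‐encoded subunits of oxidative phosphorylation passed limma's test, adjusted over all genes or over the list alone. At an unadjusted p under 0.05, 3 of them were lower and none higher, and the methods' test had 5 lower and 1 higher. Their mean log2 fold change was -0.05. Centring arrays on the ribosomal protein genes adds the same amount to every fold change. It took this mean to 0.01 and the median of all tested genes to 0.05. The turn of sign therefore does not set the list apart from other genes. The list was not called under that scaling. By camera the list was lower at adjusted p = 0.0265, a call lost at adjusted p = 0.574 with an estimated correlation. It was also lost without “naïve” population 1 (adjusted p = 0.165) or 3 (0.0516) and without “evolved” population 3 (0.229).
In the lists of respiratory chain assembly factors (42 genes), the tricarboxylic acid cycle (19), glycolysis (21) and fatty acid oxidation (24), no gene passed, and camera gave adjusted p values of 0.917, 0.917, 0.437 and 0.925. At an unadjusted p under 0.05 in limma, 1, 0, 1 and 1 genes of these lists were higher and 0, 0, 3 and 2 lower, while the methods' test had 2, 0, 1 and 2 higher and 0, 1, 2 and 1 lower. No gene passed limma's test either in purine and pyrimidine synthesis (26 genes, adjusted p = 0.328) and the pentose phosphate pathway (8 genes, adjusted p = 0.987, with a mean just below 0 and a median of 0.01). Purine and pyrimidine synthesis had 1 higher and 3 lower genes at an unadjusted p under 0.05 in limma and 0 and 3 in the methods' test, and the pentose phosphate pathway had none in either. When adjusted over the list alone, 1 gene of purine and pyrimidine synthesis was lower.
Among 13 genes of NAD synthesis and 24 of NAD consumption, none passed limma's test. At an unadjusted p under 0.05, 2 genes of NAD consumption were higher and 2 lower, and no gene of NAD synthesis was at that level, while the methods' test had 2 higher and 3 lower genes of NAD consumption and none of NAD synthesis. NAMPT, the rate‐limiting enzyme of NAD salvage, had a log2 fold change of 0.16 (standard error 0.17, adjusted p = 0.805), NAPRT one of 0.01 and NMNAT1 one of -0.16. SIRT3, a mitochondrial deacetylase that uses NAD, had a log2 fold change of -0.23 (standard error 0.12, adjusted p = 0.578). NAMPT lay low on the arrays (2.31 ± 0.32 and 2.47 ± 0.18 log2, SD, n = 3 each), as did 8 of the 37 genes in all, with a mean less than 2‐fold above the median of all rows, a bound chosen after the values were seen. A 2‐fold fall may not show in these 8, though no detection limit was set. For the other 29 genes, no 95% interval reached a 2‐fold change. Camera gave adjusted p = 0.328 for NAD synthesis and 0.809 for NAD consumption, whose mean lay just below 0 and whose median lay just above it. Fry, which asks only whether the genes of a set move one way on balance, called NAD synthesis higher (adjusted p = 0.0198). The arrays measure RNA and not the level of NAD.

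**Figure D2:**
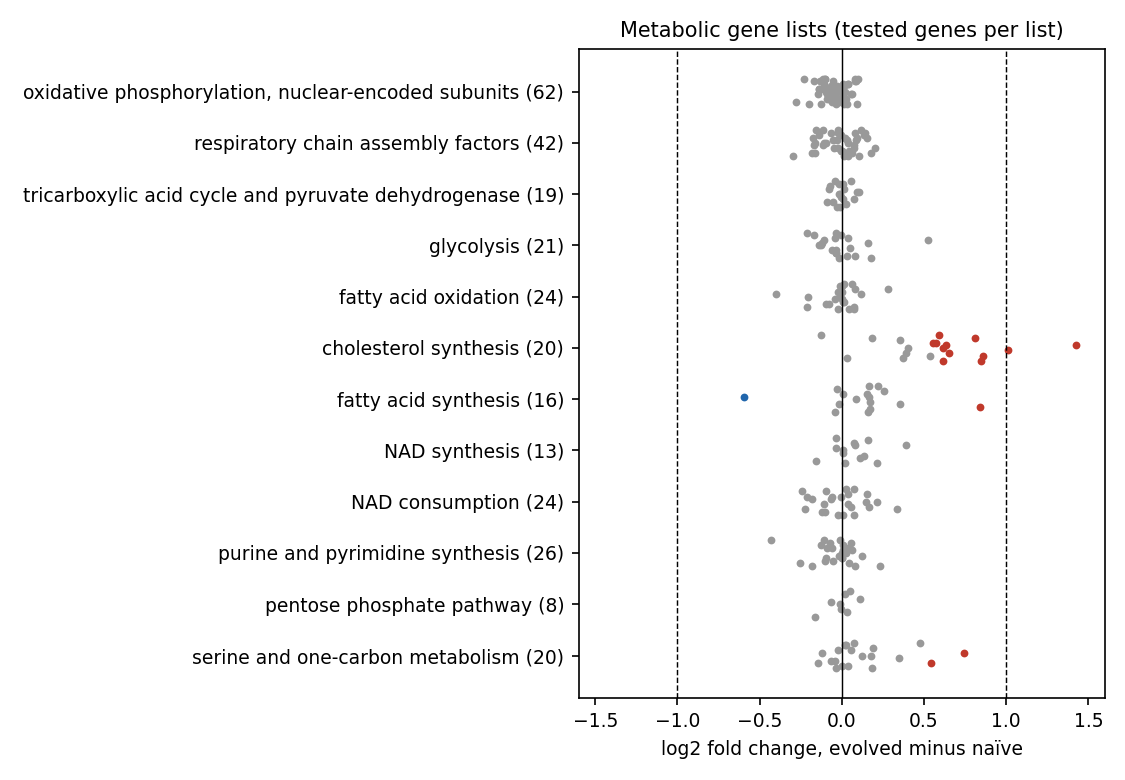
Log2 fold change, “evolved” minus “naïve” (x axis), of the tested genes of 12 metabolic gene lists, 1 point per gene, with the number of tested genes in parentheses. Red and blue points passed an adjusted p of 0.05 from limma as higher or lower, gray points did not, and dashed lines mark a 2‐fold change; points are spread vertically within a list only to keep them apart. Of the 20 genes of cholesterol synthesis, 12 are red.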

Strikingly, metabolic pathways were significantly deregulated in “evolved” cells as compared to “naïve” cells analyzed from cell culture or from tumors. Actually, “evolved” populations show a basal level of NAD that is ~2‐fold lower than in “naïve” cells (Figure 6a). This reduction in NAD was stable and persisted over several months of culture. In parallel, we monitored the activity of various components of the respiration in “naïve” and “evolved” cells using the Seahorse technology. We found that “evolved” cells have a significantly lower OXPHOS as well as glycolysis function compared to their respective “naïve” counterpart (Figure 6b).

**Figure 6:**
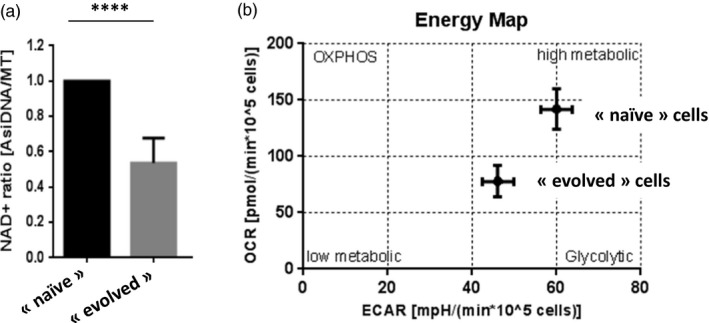
Reduced metabolic activity in “evolved” cells. (a) Reduced basal level of NAD in “evolved” cells compared to “naïve” cells. (b) Ratio of OCR:ECAR quadrant showing the bioenergetics phenotype of “naïve” and “evolved” cell lines. All Seahorse experiments (Seahorse Agilent) were performed for a minimum of 3 times in triplicates. According to Kozlak et al. (manuscript in preparation)

## 4 DISCUSSION

Increasing the mutation rate by genotoxic therapies places surviving cells under intense evolutionary selective pressure, favoring Darwinian dynamics (Nesse, 2001). Indeed, resistant cells are initially present in the tumors to a lesser extent or are generated during treatment (by the drug's mutagenic effect) and then positively selected under the pressure of treatment. However, the environment conditions are different for development of intrinsic resistance acquired during tumor development and therefore being a side effect of oncogenesis, and acquired resistance mainly driven by the drug selective pressure. It has been shown that tumor cells that are resistant to AsiDNA show few modifications in repair pathways and cell cycle and are more similar to nontumor cells than the cell lines sensitive to AsiDNA (Jdey, Thierry, Russo, et al., 2017). This suggests that to acquire resistance during treatment, sensitive cells will have to reverse to some kind of normality that seems difficult to achieve. To further analyze the characteristic of the acquired resistance to AsiDNA, cells were exposed to long‐term cyclic treatment which was successful in selecting resistant clones with different treatments but not with AsiDNA (Jdey et al., 2019). Not only these protocols failed to promote resistance to AsiDNA but they induce a unique evolution of the treated population that lead cells to a state in which they acquire a higher sensitivity to the selecting drug. This evolution toward sensitivity was observed in several cell lines and seems to be a common feature of cells growing with AsiDNA.

In this manuscript, we characterize the modifications of the population “evolved” under AsiDNA treatment. Genetic analysis of the population does not reveal a modification of the population that could suggest a clonal expansion. Moreover, the chromatin modification and large transcriptional change observed in independent “evolved” populations suggest a common epigenetic change associated with energy metabolism down‐regulation and NAD depletion that could be responsible for the acquired sensitivity to AsiDNA. 

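Of 58 genes for enzymes that modify histones or DNA and 36 genes of heterochromatin, the nuclear lamina and histone chaperones, none passed limma's test, and camera gave adjusted p values of 0.823 and 0.609. Over both lists, 94 genes, log2 fold changes ranged from -0.52 to 0.20, and at an unadjusted p under 0.05 there were 2 higher and 4 lower genes in limma, while the methods' test had 1 higher and 1 lower gene in the first list and 1 higher and 2 lower in the second. No 95% interval among them reached a 2‐fold change. Of 18 replication‐dependent histone genes, none passed limma's test over all genes and 1 was lower when adjusted over the list alone (4 lower at an unadjusted p under 0.05, and 2 in the methods' test), with 14 of the 18 log2 fold changes below 0 and a mean of -0.07. Of the 56 genes on this list, only these 18 were tested. Camera (adjusted p = 0.0398) and fry (adjusted p = 0.00219) called the list lower. Camera's call was lost without the filter on the mean (adjusted p = 0.0940). It was lost with an estimated correlation (adjusted p = 0.358), though that correlation was -0.05, below the preset 0.01. The call was also lost without “naïve” population 1 (adjusted p = 0.0719), 2 (0.0906) or 3 (0.0921) and without “evolved” population 1 (0.0841) or 2 (0.0653).
Over 6 lists of energy metabolism together (oxidative phosphorylation and its assembly factors, the tricarboxylic acid cycle, glycolysis, fatty acid oxidation and the pentose phosphate pathway), 173 genes were tested and none passed limma's test. Their log2 fold changes ranged from -0.40 to 0.52 with a median of -0.02. Of the 173, 3 were higher and 8 lower at an unadjusted p under 0.05. No 95% interval reached a 2‐fold change among the 163 genes with a mean at least 2‐fold above the median of all rows. These are RNA levels, while the paper's lower NAD, respiration and glycolysis were measured in the cells by other assays. The RNA values do not test those measurements.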

Surprisingly, the new state of the population does not confer any advantage in proliferation and cell cycle and increases sensitivity to AsiDNA. Therefore, we would like to develop a theory that will have to be consolidated further. The high activity of PARP induced by its binding to AsiDNA transitory depletes cells from the NAD metabolite that is overused by the enzyme to synthetize polymers of ADP‐ribose (PAR). It results in a massive energy consumption which could reduce the ability of resistant cells to get advantage in the population taking in accordance with the evolution principle that any adaptation to improve fitness to an environment has a cost.

The process of carcinogenesis requires genetic instability and highly selective local microenvironments, the combination of which promotes somatic evolution. Under the selective pressure of chemotherapy, resistant populations of cancer cells invariably evolve, giving rise to “resistant clones” that have adapted to the new environment induced by the treatment. Here, we observed a general behavior of total population of tumor cells that appears to decrease their response to AsiDNA by decreasing the sensitivity of its target enzymes PARP and DNA‐PK. Such behavior is reminiscent of the ecological and evolutionary “smoke detector principle” proposed by Nesse (Nesse, 2001, 2005). It stipulates that although natural defenses (*e.g*., flight, cough, stress, anxiety, vigilance) should theoretically be expressed to a degree that is near the optimum needed to protect against a given threat, many are expressed too readily or too intensely. This is because when the cost of expressing an all‐or‐none defense is low compared to the potential harm it protects against, the optimal system will express many exaggerated responses. However, when the rate of false alarms becomes excessive, that is, the multiple modifications induced by the activation of PARP and DNA‐PK by AsiDNA, selection in return favors a reduction in the sensitivity of the response (Beauchamp & Ruxton, 2007; Nesse, 2005). For example, vigilant behavior in gregarious animals is costly in time and energy and it may be advantageous for individuals not to respond to all alarm calls when false ones become too frequent (Gillies, Verduzco, & Gatenby, 2012). Actually, a recent modeling approach of the signal detection theory demonstrates that responses to risk should depend on the state‐dependent background of mortality and could lead to decrease in responsiveness to alarm signal (Gillies et al., 2012). Because malignant cells are living entities, we propose that they should be driven by the same evolutionary logic.

However, though many repair genes are down‐regulated in “evolved populations” we did not identify a clear defect in damage signaling or DNA damage repair. This observation leads us to consider that the strongest danger for the tumor cells is the overconsumption of energy. Therefore, by down‐regulating many genes, the population would decrease its requirement in energy and protect the cells from moderate variations of resources, at the cost of a lower resistance to AsiDNA that induces high energy consumption.

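Genes of DNA repair had close to equal expression on the arrays of “evolved” and “naïve” populations. PRKDC, which encodes the catalytic subunit of DNA‐PK, had a log2 expression of 8.41 ± 0.05 (SD, n = 3) in “naïve” and 8.47 ± 0.07 (SD, n = 3) in “evolved” populations, a log2 fold change of 0.06 (standard error 0.06, adjusted p = 0.793 from limma). PARP1 had a log2 fold change of 0.03 (standard error 0.06, adjusted p = 0.909 from limma), with a 95% interval from -0.11 to 0.16. For H2AX, the histone that DNA‐PK phosphorylates, it was -0.02 (standard error 0.06, adjusted p = 0.945 from limma), with a 95% interval from -0.15 to 0.12.
Of 16 tested genes of non‐homologous end joining, none passed limma's test, over all genes or over the list alone. XRCC5 and XRCC6, which encode the Ku proteins that bind DNA ends, had log2 fold changes of -0.06 and -0.02, and the ligase gene LIG4 and its partner XRCC4 had -0.13 and -0.01. PAXX, a further factor of this pathway, had -0.13 (adjusted p = 0.486) and was the only one of the 16 at an unadjusted p under 0.05. Homologous recombination (28 genes), the Fanconi anemia pathway (17), base excision and single‐strand break repair (22), nucleotide excision repair (21), mismatch repair (20) and DNA damage signaling (25) likewise held no gene that passed. The mean of nucleotide excision repair lay just above 0 and its median at -0.02. The 7 lists together covered 143 genes, with log2 fold changes from -0.21 to 0.27. Of the 143 genes, 9 were higher and 3 lower at an unadjusted p under 0.05 in limma, and 13 were higher and 5 lower in the methods' test, which also called none after adjustment. The 95% intervals of the 143 genes lay between -0.44 and 0.72. For 2 of the genes, the mean was less than 2‐fold above the median of all rows, where a 2‐fold fall may not show. By camera, the adjusted p values of the 7 lists lay between 0.345 and 0.917.

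**Figure D3:**
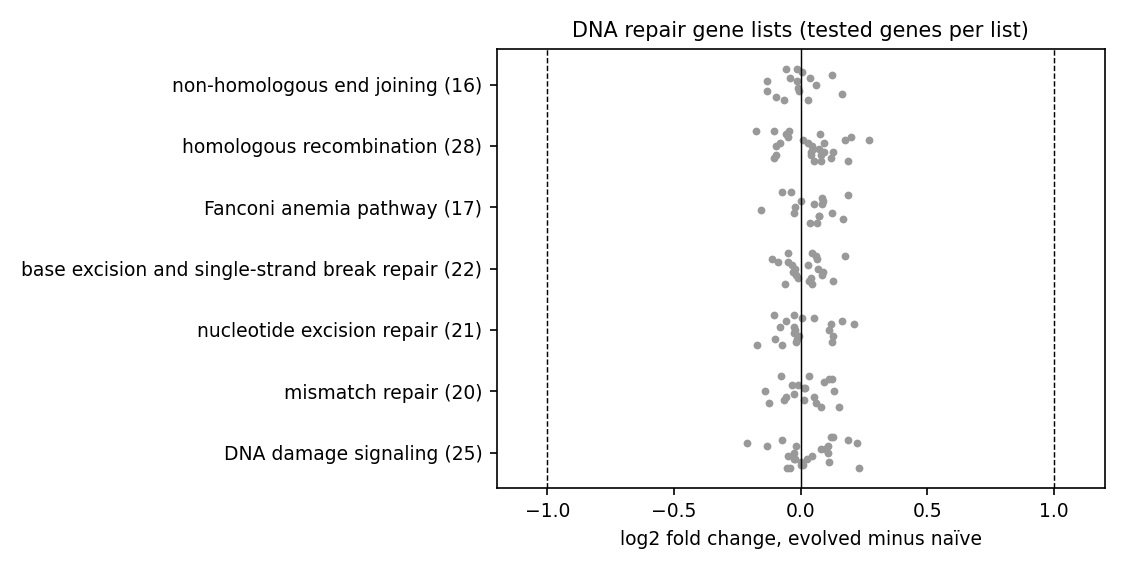
Log2 fold change, “evolved” minus “naïve” (x axis), of the tested genes of 7 DNA repair gene lists, 1 gray point per gene, with the number of tested genes in parentheses and dashed lines at a 2‐fold change. All 143 genes lie between -0.21 and 0.27, and none passed an adjusted p of 0.05; points are spread vertically within a list only to keep them apart.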

Most of the results used in this study were obtained on the breast cancer MDA‐MB‐231 cell line. However, several of them were reproduced in other cell lines. In a general way, all the cell lines seem to evolve in the same way though in a more moderate extent than MD‐MB‐231 cell line. The fact that this cell line shows a high NAD basal level as compared to other cell lines suggests that some preexisting deregulations in metabolism could have increase the impact of its role in the evolution under AsiDNA treatment.

This work supports current evolutionary ideas according to which by leveraging our knowledge of cancer's evolution and its ecological nature we can come up with new strategies for treating it, by shaping its evolutionary path and potentially establishing long‐term tumor control (Silva et al., 2012; Ujvari et al., 2017).

## CONFLICT OF INTEREST

The authors have submitted patents for the AsiDNA technology.

## Supporting information

Table S2

Supplementary Material

## Data Availability

Transcriptome raw data are deposited in GEO (identifier GSE144023).

# Supplementary material for: Evolution of tumor cells during AsiDNA treatment results in energy exhaustion, decrease in responsiveness to signal, and higher sensitivity to the drug
**Source:** Evol Appl. 2020 Apr 11;13(7):1673–80. doi: 10.1111/eva.12949
**Supplement:** Supplementary file 2 — Supplementary Material

**SUPPLEMENTARY MATERIAL**

**Supplementary Materials and Methods**

***Genomic analysis using SNP array***

Genomic analysis was conducted on Affymetrix Cytoscan HD arrays as described before (31). Briefly, 250ng of gDNA was used to perform Affymetrix Human Cytoscan HD assay following the manufacturer’s protocol. gDNA was digested with NspI enzyme. Dedicated adaptors were ligated to DNA before running 4 independent PCR reactions, using TitaniumTM Taq DNA polymerase (Clonetech). The PCR products were then controlled on 2% agarose gel, pooled, and fragmented using DNase I enzyme. Size of resulting DNA was checked by gel electrophoresis before terminal labeling and microarray hybridizations on Cytoscan HD array. After hybridization, microarrays were stained, washed and scanned using Affymetrix GCS3000 system. Data were controlled with Affymetrix Genotyping console: waviness SD were higher than 0.12 (mean = 0.18), SNPQC higher than 15.00 (mean 16.38) and MAPD were lower than 0.25 (mean = 0.15). Raw data were analysed using ChAS, a software offering intuitive and flexible workflow for accurate analysis and tailored for cytogenetics was developed with input from leading experts and is customized for copy number and cytogenetics research analysis and reporting. ChAS enables you to view and summarize chromosomal aberrations, including copy number gain or loss, mosaicism, or loss/absence of heterozygosity (LOH/AOH) across the genome.

***Expression array data analysis***

Affymetrix Human Gene 2.1 Array datasets were controlled using Expression console (Affymetrix) and further analyses and visualization were made using EASANA® (GenoSplice, [www.genosplice.com](http://www.genosplice.com/)), which is based on the GenoSplice’s FAST DB® release 2016_1 annotations (32)(33). Gene Array data were normalized using quantile normalization. Background corrections were made with antigenomic probes and probes were selected as described previously (34). Only probes targeting exons annotated from FAST DB® transcripts were selected to focus on well-annotated genes whose mRNA sequences are in public databases (32)(33). Bad-quality selected probes (e.g., probes labeled by Affymetrix as ‘cross-hybridizing’) and probes whose intensity signal was too low compared to antigenomic background probes with the same GC content were removed from the analysis. Only probes with a DABG P-value ≤ 0.05 in at least half of the arrays were considered for statistical analysis (34). Only genes expressed in at least one compared condition were analyzed. To be considered to be expressed, the DABG P-value had to be ≤ 0.05 for at least half of the gene probes. We performed an unpaired Student’s t-test to compare gene intensities in the different biological replicates. Genes were considered significantly regulated when fold-change was ≥ 2 and uncorrected P-value.

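These methods give a fold change of 2 but no number for the uncorrected p. A p of at most 0.05 was taken from the heading of Table S2. The deposited log2 values went through RMA and not through the probe selection described in these methods, and they hold no detection p for the DABG filter. When the methods' t-test was run on them over the 14517 tested genes, 5 genes were higher and 2 lower in “evolved” populations at this threshold. The higher genes were SLCO4C1, HMGCS1, CHAC1, MSMO1 and PRAMEF22, and the lower genes ABCA1 and ABCG1. PRAMEF22 (log2 fold change 1.03) is named because the count is small, after its value was seen, and limma did not call it. With no threshold on the fold change, 737 genes were higher and 653 lower at an uncorrected p of at most 0.05. After Benjamini–Hochberg adjustment, 5 genes passed at any fold change, which were ABCA1, HMGCS1, MSMO1, XAF1 and LOC100289361, the last named after its value was seen.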

**Table S1**

**Supplementary TABLE**

naïve evolved

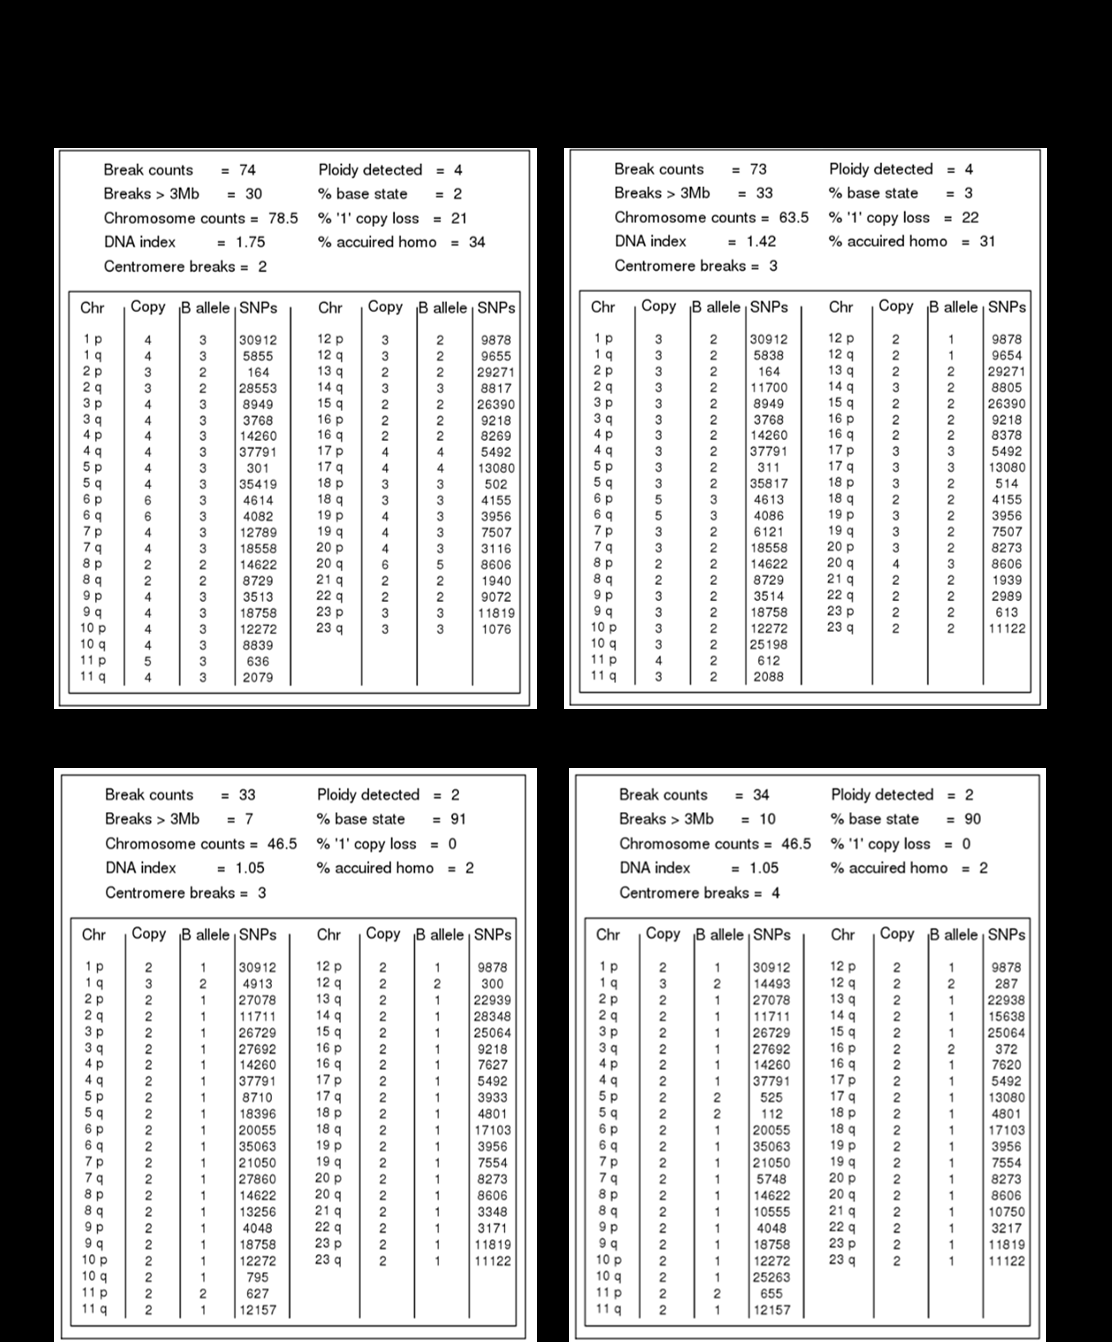

**Supplementary Table S1. Effect of AsiDNA repeated treatments on cell genomic status.** Genomic DNA extracted from “naïve” and “evolved” populations (3 independent cultures for each condition) was analysed using Affymetrix Cytoscan HD arrays as described in supplementary Material and Methods. Genomic profiles of (A) tumor (MDA-MB-231) and (B) non-tumor (MCF-10A) “naïve” cells (NT) or “evolved” (AsiDNA3C).

How the deposited data were processed for this re-analysis (not part of the article)

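Expression was measured in 6 populations of MDA-MB-231 cells, 3 “naïve” and 3 “evolved”, with 1 array each. The paper and the sample labels describe the populations as independent, so the spread between arrays includes the spread between cultures. Condition and replicate were taken from the sample labels and checked against the paper's methods, which give 3 cycles and 5 µM AsiDNA.

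The authors deposited log2 expression values for 53617 transcript clusters on all 6 arrays. The submitters' processing notes name Affymetrix Expression Console and RMA, and the versions are not given in the sources used here. RMA includes a background correction, a quantile normalization between arrays and a summary over probes. The array medians and quartiles were near‐identical, and no pair of arrays held identical values. The supplementary methods describe EASANA with FAST DB annotations for expression arrays, without naming Table S2, whose own columns hold FAST DB identifiers: a background from antigenomic probes, quantile normalization, a choice of probes and a filter on detection. Those steps need probe values and detection p values and were not repeated here.

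Rows were named through GEO's annotation of the array, with symbols updated by Entrez number from RefSeq's gene table. Of the rows, 23871 had 1 gene symbol, 1842 had several and 27904 had none, where a symbol listed more than once in a row counted once, a rule set on seeing the annotation. Only rows with 1 symbol were named. Where several rows named a gene, the row with the highest mean was used, which left 22357 genes. No gene that passed the test had more than 1 row. The 14517 genes with a mean over the 6 arrays above the median of all row means (1.86) were tested.

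The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) on the log2 values as deposited, “evolved” minus “naïve”, with Benjamini–Hochberg adjustment over all tested genes and a threshold of 0.05, counted with and without a fold change of at least 2. All p values from limma are two‐sided. With 3 samples per group, an exact permutation test of a single gene cannot go below 0.1, so none is given. A total of 39 gene lists with 1255 entries were fixed before the expression values were examined, of which 1040 entries were tested. Table S2 had been read by then, so the choice of lists was not blind to it. Lists were tested with limma's camera at its preset correlation of 0.01 and adjusted over all lists. Camera called 5 lists higher and 3 lower, and with an estimated correlation 2 higher and none lower. The genes named in the text are the 10 with the largest change in each direction among those that passed with no overlap between groups, up to 4 passing members of each list, any gene of NAD synthesis, NAD consumption and non‐homologous end joining, and the genes that the paper names (H2AX, PRKDC, XRCC5, XRCC6, PARP1, HSP90AA1, HSP90AB1, IL24, CST4). Other genes are named only where the text says why, or from Table S2 beside its values.

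The test was run on simulated arrays with the genes, means and spread of these 6. Each gene was drawn on its own from a normal distribution, so variation that genes or whole arrays share was left out. The rates below hold for that setting and may differ for real arrays. Of genes changed by a log2 fold of 0.5, 63.3% were called in the right direction, of those changed by 1, 89.0%, and of those changed by 2, 99.4%, with 4.56% false calls. With no gene changed, no call was made in 5 draws. The number of arrays sets the precision, and the median width of a 95% interval was 0.19 to either side on the log2 scale.

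The alternatives, set before the data were examined, were: no filter or a stricter filter on the mean, quantile normalization, median centring, cyclic loess or centring on ribosomal protein genes, eBayes with trend and robust estimation, array weights, the methods' test, the mean of a gene's rows, the replicate number as a block, each array left out in turn, all rows above the filter, an adjusted p of 0.01, camera with an estimated correlation, and fry. The genes of Table S2 were matched by symbol: 1050 of its 1153 genes had 1 symbol, and 959 of these were tested. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Chromatin, NAD, respiration, growth, DNA copy number and tumor measurements of the paper are not analysed here.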

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

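The test of the scalings and the splits counted for genes were chosen after the result was seen, and the LXR target genes were listed after ABCA1, ABCG1, MYLIP and SREBF1 had been seen to fall. The paper does not discuss the 4 results that follow, which stand out from the “naïve” arrays.

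Genes of cholesterol synthesis (12 of 20 higher) and target genes of ATF4 (8 of 28 higher) rose in “evolved” populations. ABCA1 (log2 fold change -1.98) and SLCO4C1 (1.72) showed the largest change in each direction. The sterol exporters ABCA1 and ABCG1, together with MYLIP and SREBF1, are known targets of the sterol receptor LXR, whose activity falls when cells hold less sterol, while the genes of cholesterol synthesis are activated by SREBP2 in that state. AsiDNA carries a cholesterol, by the paper's methods, and whether this part of the molecule has a role was not tested.

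For the rise of cholesterol synthesis, at least 12 of the 20 genes were called higher under each of 4 other scalings. RMA had already made the arrays alike, and these scalings kept the list's mean log2 fold change between 0.56 and 0.62. This test could therefore hardly have come out otherwise. The tables argue against a single array, since the mean log2 fold change of the list was at least 0.55 whichever array was left out. The counts did not hold in the same way: 3, 2 or 3 cholesterol genes passed without “naïve” population 1, 2 or 3 and 2 without each “evolved” population, and 0 ATF4 targets passed without any 1 array. ABCG1 passed in 1 of the 6 comparisons with 1 array left out and MYLIP and SREBF1 in none. A lower sterol level sensed through SREBP2 and LXR stays open as a hypothesis. Of 12 further LXR target genes that had not been looked at, 10 were tested, with a median log2 fold change of -0.062, 5 of them below 0 and a camera p of 0.172 (0.227 with an estimated correlation). LPCAT3, a phospholipid enzyme, was the only one that passed when adjusted over these genes alone (log2 fold change -0.29, adjusted p = 0.0121).

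The real grouping of the arrays called 41 genes, 6 of them at least 2‐fold, and 8 gene lists. The other 9 ways to split the 6 arrays into 3 and 3 called at most 0 genes, 0 genes at least 2‐fold and 3 lists, and the real grouping was the 1 of the 10 splits with counts as large. Splits of 3 against 3 are too few for a share under 0.05. Each of the other splits also mixes both conditions on each side. A difference between conditions then adds to the spread and lowers the counts, so these are not counts expected by chance.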

How the results depend on the processing

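All alternatives were set before the data were examined. In the main test 33 genes were higher and 8 lower, and no gene or list that passed was called in the opposite direction under any of them. For the genes, leaving out 1 array could not have turned the direction, since none that passed overlapped between groups. Quantile normalization gave 30 higher and 6 lower, median centring 28 and 7, cyclic loess 33 and 7, centring on ribosomal protein genes 42 and 5, array weights 33 and 7, and a stricter filter 45 and 9. With no filter on the mean there were 21 higher and 5 lower, with eBayes with trend and robust estimation 83 and 30, with all rows above the filter 4 and 1, at an adjusted p under 0.01 5 and 1, and by the methods' test after Benjamini–Hochberg 3 and 2, of which 40% were lower. At least 2‐fold, 2 genes were higher by the methods' test after adjustment, and 1 was lower by it, with all rows, and at 0.01. Leaving out 1 array gave 3 to 6 higher and 1 to 2 lower genes, and 2 to 3 higher and 1 to 2 lower at least 2‐fold. Fewer arrays widen the intervals, more tests raise the adjusted p and a lower threshold passes fewer genes. For the other settings the cause was not tested.

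With the replicate number as a block (replicate block), 2 genes were higher and 1 lower, the same counts were at least 2‐fold, 1 gene of Table S2 was called, and the replication‐dependent histones were at adjusted p = 0.0694. The numbers do not pair the arrays: residual correlations of arrays with the same number were 0.0235, -0.0151 and 0.00703, and 3 of the 6 arrays correlated best with their own number.

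Camera with an estimated correlation called 2 lists higher and 0 lower, with adjusted p values of 0.574 for oxidative phosphorylation, 0.0899 for fatty acid synthesis, 0.385 for serine and one‐carbon metabolism, 0.363 for ribosome biogenesis, 0.0899 for the unfolded protein response and 0.358 for replication‐dependent histones. Centring on ribosomal protein genes left 0 lists lower, with 0.103 for both oxidative phosphorylation and ribosome biogenesis and 0.0685 for the histones, which were at 0.0940 with no filter. Fry called 7 lists higher and 2 lower. It gave adjusted p values of 0.243 for oxidative phosphorylation and 9.43e-05 for fatty acid synthesis. For serine and one‐carbon metabolism it gave 0.0287, and for the unfolded protein response 0.00141. Ribosome biogenesis and the histones were lower by fry, at 0.0349 and 0.00219. Without 1 array, 0 to 3 lists were lower, and adjusted p ranged from 0.0167 to 0.229 for oxidative phosphorylation, from 0.0167 to 0.119 for ribosome biogenesis and from 0.0491 to 0.0921 for the histones. For fatty acid synthesis, the unfolded protein response and the histones, the estimated correlation lay below the preset one. A higher correlation therefore did not cost these calls. It also lay below the preset one for cholesterol synthesis (0.0087) and ATF4 target genes (-0.011). Camera's adjusted p still went from 1.92e-30 and 5.66e-25 to 0.00551 for both. The 2 forms of camera thus differ by more than the correlation, and their p values are not on one scale. What cost the calls was not tested. After centring on ribosomal protein genes, 36.0% of the genes of Table S2 had its direction, 18 were called with trend and robust estimation, and 1 to 2 without 1 array. Of the other comparisons for named genes, 381 kept their side of the threshold and 57 did not, and 131 and 109 when 1 array was left out. Those that kept their side include genes that had not passed in the main test, such as PRKDC and PARP1, and again did not pass. All 57 and 109 changes were calls that were lost. Of the 41 genes that passed, 33 passed in no comparison with 1 array left out. No background or detection values were used here, so a limit from signal over background was not set.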

Differences from the paper's values

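The paper's Table S2 holds 258 genes up‐regulated and 895 down‐regulated in “evolved” populations at a fold change of at least 2 and an uncorrected p of at most 0.05. Here, 4 genes were higher and 2 lower at a fold change of at least 2 and an adjusted p under 0.05 from limma. At the paper's own threshold, the methods' test gave 5 higher and 2 lower genes. In the paper's table, 77.6% of the genes are down‐regulated, against 33.3% here at limma's adjusted p and 28.6% at the paper's threshold. Over the 20 alternatives set before the data were examined, the number of higher genes ranged from 2 to 5, of lower genes from 1 to 2, and the share of lower genes from 25% to 40%, and no alternative brought any of these values to the paper's.

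For genes of Table S2 named by the rule for named genes, the paper's log2 fold change and the value here differed as follows. IL24 is the most up‐regulated gene of the paper's table, with 4.36, and had -0.55 here (adjusted p = 0.312 from limma). CST4 is its most down‐regulated gene, with -4.02, and had -0.013 here. The paper's value for SLCO4C1 is -1.24, against 1.72 here, and for ID1 -1.37, against 0.80 here. The paper's value for H2AX is -1.14, against -0.018 here, for PARP1 -1.02, against 0.027, for PAXX -1.07, against -0.13, for PARP9 -1.11, against 0.056, and for SIRT3 -1.01, against -0.23. SPNS2 has -1.49 in the paper's table and -0.57 here, with the same direction. For each of these 10 genes, all 17 alternatives that gave a value differed from the paper's. They are not 17 separate checks, since all started from the same RMA values. The changed filters, trend and robust estimation, the mean of a gene's rows, the replicate block and the methods' test left these fold changes as in the main test. The values of CST4, H2AX, PARP1 and PARP9 lay close to 0 and took either sign across the 17 alternatives.

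The paper states a large excess of down‐regulated genes, which its table counts at 2‐fold and an uncorrected p. Here 33 of 41 genes that passed limma's adjusted p at any fold change were higher, and 8 were lower. Of the 33, 12 were genes of cholesterol synthesis and 8 target genes of ATF4. At an unadjusted p under 0.05 from limma the split was nearer to even, with 727 higher and 663 lower. The paper also states that many repair genes are down‐regulated, while of 143 repair genes none passed here. The paper states that metabolic pathways were deregulated, and here cholesterol synthesis was called as well, but the 6 genes of that list in the paper's table are all down‐regulated there and 6 of 6 had a positive log2 fold change here. The 49 genes of mitosis in the paper's table are all down‐regulated there, and 28 of them were below 0 here with a median of -0.01.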

Other observations

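Genes of the cell cycle had close to equal expression in the arrays. Of 51 genes of DNA replication and 54 of mitosis, none passed limma's test, with camera at adjusted p = 0.810 and 0.513. Of these genes, 5 were higher and 4 lower at an unadjusted p under 0.05, and the methods' test counted 7 higher and 4 lower for DNA replication and 1 lower for mitosis. MKI67, a marker of proliferating cells, had a log2 fold change of 0.00 (95% interval from -0.13 to 0.12), and RRM2, a subunit of ribonucleotide reductase, -0.01 (from -0.18 to 0.15), both named from Table S2. No 95% interval reached a 2‐fold change among the 104 of 105 genes with a mean at least 2‐fold above the median of all rows.

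Of 43 genes of ribosome biogenesis, 36 had a log2 fold change below 0 (mean -0.05), and none passed limma's test (0 higher and 2 lower at an unadjusted p under 0.05, and 0 and 4 in the methods' test). Camera called the list lower at adjusted p = 0.0140, and fry at adjusted p = 0.0349. Camera's call was lost with an estimated correlation (adjusted p = 0.363), without “naïve” population 3 (0.0773) and without “evolved” population 3 (0.119). Centring arrays on the ribosomal protein genes took the mean to 0.00, but that centring adds the same amount to every fold change. Cytosolic ribosomal protein genes (47 tested) were at adjusted p = 0.0677 with a mean of -0.05, and were called lower after quantile normalization (0.0291), median centring (0.0467) or cyclic loess (0.0417) and without “naïve” population 2 (0.0145) or “evolved” population 2 (0.0167), within a range from 0.0145 to 0.644 over the alternatives. With an estimated correlation the adjusted p was 0.644. Mitochondrial ribosomal protein genes (70) were at adjusted p = 0.437 by camera. XAF1 (log2 fold change 0.43, adjusted p = 0.0320 from limma) was the only one of 37 interferon‐stimulated genes that passed (it did not when any 1 array was left out), and camera gave adjusted p = 0.0857 for that list (0.00973 from fry). The remaining lists were not called by camera. They were NRF2 target genes (adjusted p = 0.392), heat shock chaperones (0.925), NF‐kB target genes (0.735), antigen presentation by MHC class II (0.925), hypoxia response (0.769), p53 target genes (0.623), efflux pumps and drug uptake (0.328), mammary epithelial markers (0.437) and mesenchymal markers (0.543). HSP90AA1 and HSP90AB1, the genes of the chaperone that DNA‐PK phosphorylates, had log2 fold changes of 0.01 and 0.06. No chromosome of 23 shifted as a whole by camera (lowest adjusted p = 0.881).

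The tests of Table S2 against the arrays in this paragraph were all chosen after the result was seen. Of the 959 genes of Table S2 tested here, 478 (49.8%) had the direction of Table S2 and 10 passed limma's test, 2 with its direction (SPNS2 and TRIB3) and 8 with the opposite one (2 passed without “naïve” population 1, and 1 without any other array). Across these genes, which are not independent replicates, log2 fold changes had a Pearson r of 0.0116 with those of Table S2 (permutation p = 0.727). The tables argue against too few arrays, since for all 959 genes the 95% interval stopped short of a 2‐fold change in the direction of Table S2. Of these, 47 had a mean less than 2‐fold above the median of all rows, where a 2‐fold fall may not show. The interval stopped short in the same way for all of the other 912. Exchanged group labels need well under 40% of the genes in the direction of Table S2, and the share was 49.8%, though it was 36.0% when arrays were centred on the ribosomal protein genes. That centring adds the same amount to every fold change, so it moves the share, as most genes of Table S2 are down‐regulated there, but leaves r at its value near 0, where exchanged labels need a negative r. The use of r for this question was chosen only after the 36.0% had been seen. Correct labels would in turn need a clearly positive r if Table S2 came from these arrays. An r near 0 argues at most against exchanged labels as the only reason for the difference. It does not show that the labels are right. Folds compressed by the RMA summary need a clearly positive r, which was not found. A different set of arrays or a different comparison behind Table S2, and the probe selection that the supplementary methods describe, stay open and were not tested, and no biological explanation was tested.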
